A study of Homo sapiens with 4 samples. Its data were reported in "A Screen for Epigenetically Silenced microRNA Genes in Gastrointestinal Stromal Tumors" (2015).

How the data were processed

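Gene expression was measured in GIST-T1 cells, an established human cell line from a gastrointestinal stromal tumor (GIST), after transfection with a miR-335 mimic (a synthetic RNA that acts as the mature microRNA) or with a negative control RNA. Per the labels, the cells received 100 pmol of RNA, and 100 ng of total RNA taken 48 h later was amplified, labeled with 1 dye and hybridized to a human Agilent array. The labels put 2 arrays in each group.

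The files that the authors deposited hold spot intensity values from the scanner software, Feature Extraction 10.7.3.1, as recorded per the file headers. The signal used here (the processed intensity) had been background-subtracted and detrended within each array, with a surrogate value where a spot did not exceed its background, and it had not been normalized between arrays. The mean pixel intensity of each spot and the median of its local background were used for 1 alternative. Flags for control spots, outlier spots, saturation and a signal well above background were taken from the same deposited files. The value table that the authors deposited for the whole series holds the same processed intensity, rounded, and served as an alternative; the number of its columns matched to no sample was 0.

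Each array carried 62976 spots, of which 58717 were not controls and represented 50599 probes of 60 bases. Spots flagged as non-uniform or as population outliers (between 356 and 395 of the spots that were not controls, per array) were left out, and replicate spots of a probe were averaged on the log2 scale. No spot was saturated. The log2 processed signal minus the 75th percentile over all probes of the array was the normalized value. A probe counted as well above background on an array when at least 0.5 of its usable spots carried that flag. Probes were tested when they were well above background on both arrays of at least 1 group and had a value on all 4 arrays, which left 20328 probes with 15454 gene names. These steps and the tests below, apart from those described as added, were fixed before the data were examined.

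The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes without a trend, no covariates), and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. A second criterion, a difference of group means of more than 1.5-fold, carried no test here. The study gives the same fold limit and does not say whether a test went with it. The same criterion applied to the 2 arrays of a single group gave the replicate background. Gene lists were tested with camera (limma) at a preset correlation of 0.01 between genes, with 1 probe per gene, the one with the highest mean signal; lists with fewer than 3 tested genes were not tested as sets. The lists were written from general knowledge: proliferation, interferon response, SLC1 transporters, voltage-gated sodium channels and epidermis. A sterol pathway list was added after the data had been seen. Figures were drawn with matplotlib 3.10.9.

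Predicted targets were to be genes with a match to the miR-335-5p seed in the 3′UTR. No 3′UTR sequences were used here, so the match (the 7-base 7mer-m8 site, alone or within an 8mer) was sought in the 60-base probe sequences of each gene, a change made after the design had been fixed. A gene's probes cover only a small part of its transcript, so most true targets are counted as genes without a site. TargetScan predictions were not used here. Enrichment of genes with a site among genes over 1.5-fold lower was tested with Fisher's exact test, two-sided.

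The genes named in the text were fixed by a rule with 2 parts. The first part was 10 genes chosen from those that the study's text connects with miR-335 or with GIST; other genes that it names were not examined as a list. The second part was the 5 genes with the largest fall and the 5 with the largest rise among probes past the adjusted threshold that were well above background on all 4 arrays, had a gene name other than the probe name, and had both mimic arrays on the same side of both control arrays; 2 of the 5 falls are not reported here. Gene names and hg19 coordinates are those of the array files. Of the 15454 gene names tested, 12587 matched a symbol or synonym in a RefSeq gene table of assembly GRCh38.p14, and 13319 of 16921 probe accessions matched it; the names in the files were kept otherwise. Whether a probe lies in an untranslated region was not analysed here.

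A probe that was not well above background on either array of a group has only a bound. For such probes the brighter group's mean was set against the mean, per array, of the higher of the probe's own signal and the lowest signal among probes well above background, and the result is given as "at least N-fold".

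The limma step was tested on simulated data built from the means and spreads of the 20328 probes, with 200 probes changed. It recovered 11.1% of probes changed by 1.5-fold, 65.6% of those changed by 2-fold and 81.4% of those changed by 3-fold, with 0.85, 4.9 and 7.65 false calls on average over 20 simulations. The camera step, run on 14837 simulated genes, called a set of 100 genes lowered by 0.3 on the log2 scale and called 0 of 100 unchanged sets at an unadjusted p of 0.05. The simulated genes varied independently of each other. The simulation therefore cannot show how often camera falsely calls lists whose genes vary together.

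All 4 arrays lay on the same slide and came from the same scan, so no slide or scan could serve as a block. The control arrays held positions 1 and 2 of the slide and the mimic arrays positions 3 and 4, so position and group cannot be told apart. Alternatives covered the background correction, normalization, filter on dim probes, source of values, variance model, test, thresholds, seed sites, set tests, the replicate number as a block, and each array left out in turn. Scaling to the external spike-in probes, a filter on at least 1 detected array, and matches counted by probe were added after the data had been seen. The number of arrays limits the precision of every value.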

Results

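To examine the effect of miR-335 on gene expression, GIST-T1 cells, a cell line derived from a gastrointestinal stromal tumor, were transfected with a miR-335 mimic or a negative control, and RNA was profiled on 1-color arrays 48 h later. There were 2 arrays per group and no other samples. The labels number the replicates, but neither they nor the study's methods say whether these came from separate transfections. If they did not, each SD, SE and p-value below reflects technical spread only. Between 20386 and 21214 of the 50599 probes were well above background on an array (40.3% to 41.9%), and the 75th percentile of the processed signal lay between 178.8 and 189.7 intensity units. After normalization the median absolute difference between replicate arrays was 0.06 on the log2 scale in both groups, whereas between a mimic and a control array it was 0.11 to 0.12. With 2 arrays against 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so the comparisons rest on limma's pooled estimate of the spread.

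The first comparison asked which transcripts differed between mimic-transfected and control cells. In limma, 532 of 20328 probes passed a Benjamini-Hochberg adjusted p of 0.05, of which 233 (226 gene names) were lower and 299 (279 gene names) were higher with the mimic. The smallest adjusted p was 0.0314, and 5148 probes had an unadjusted p below 0.05. The 2 groups did not overlap in 12131 probes (59.7%), against 33.3% by chance. The 532 calls were lost in limma when any array was left out. Such a fit has a single array in a group and fewer residual degrees of freedom. The loss therefore cannot tell dependence on that array from lost power. The alternative that moved the count most was scaling to the external spike-in probes, chosen after the data had been seen, which gave 8990 probes lower and 516 higher.

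The second comparison used the study's limit of a change of more than 1.5-fold, here with no test. By this measure 298 tested probes (289 gene names) were lower and 494 (461 gene names) were higher with the mimic. Of the 298, 175 were well above background on all 4 arrays and 77 were below that level on both mimic arrays. Only 83 of the lower and 178 of the higher probes also passed the adjusted threshold in limma. As a background, 408 of the same probes differed by more than 1.5-fold between the 2 mimic arrays, and 450 did so between the 2 control arrays, against 792 between the group means, which carry less noise than single arrays. Detection was the setting that moved this count most. With no filter 2759 probes were over 1.5-fold lower, and 6058 differed by more than 1.5-fold in either direction, against 5281 and 5264 when the means of 2 arrays were taken over groups that mix mimic and control.

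**Figure D1:**
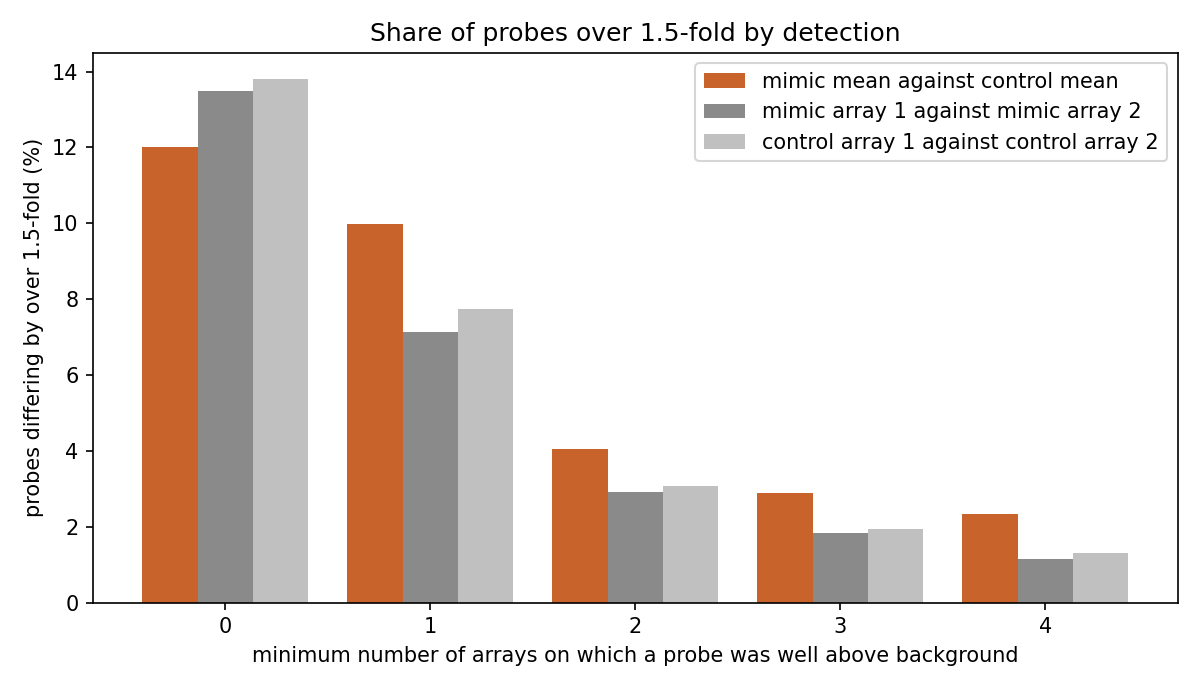
Percentage of probes differing by more than 1.5-fold (vertical axis) among probes well above background on at least 0, 1, 2, 3 or 4 arrays (horizontal axis), for the mimic mean against the control mean and for the 2 arrays within each group. Single arrays carry more noise than means of 2 arrays; the share for the group means falls from 12% with no filter to 2.34% on all 4 arrays, where the replicate arrays differ in 1.16% and 1.31% of probes.

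A list of 10 genes chosen from those that the study's text connects with miR-335 or GIST was examined next, and 8 of the 10 had a tested probe. In limma, 2 of the 8 passed the threshold over all probes, and 4 did so adjusted over the list alone; the study chose 3 of these genes on the same samples, so the latter is not independent evidence. ZMPSTE24 (probe on chromosome 1, 40759577 to 40759636, plus strand, hg19) fell by 0.86 ± 0.04 (SE) on the log2 scale, from 5.94 ± 0.01 (SD, n = 2) in the control to 5.08 ± 0.02 (SD, n = 2) with the mimic, and its limma adjusted p was 0.0314. EIF5A2 (chromosome 3, 170606916 to 170606975, minus strand) fell by 0.84 ± 0.06 (SE), from 0.35 ± 0.04 to -0.48 ± 0.09 (SD, n = 2 each), with a limma adjusted p of 0.0351. MAT2B (chromosome 5, 162945313 to 162945372, plus strand) fell by 0.66 ± 0.08 (SE), and its limma adjusted p of 0.0538 did not pass the threshold; its other tested probe fell by 0.48. All 3 of these changes exceeded the difference between replicate arrays. When single arrays were left out, the fall of ZMPSTE24 ranged from -0.87 to -0.84 and that of EIF5A2 from -0.90 to -0.77, but no call passed (limma adjusted p 0.134 to 0.189 for ZMPSTE24 and 0.146 to 0.189 for EIF5A2).

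KIT, the receptor gene most often mutated in GIST, was 0.33 lower on its brightest probe (chromosome 4, 55606511 to 55606570, plus strand; log2 change -0.33 ± 0.04 SE, limma adjusted p 0.0512), whereas its other 2 probes changed by -0.14 and -0.06, so the probes disagreed in size. PDGFRA changed by -0.08, BCL2L2 by -0.07 and BRCA1 by 0.11, and TNFSF11, with a control SD of 0.46, changed by -0.43; none of these 4 passed the threshold (limma adjusted p 0.25 to 0.383). MAT2B and KIT passed as lower in limma with normexp background correction (adjusted p 0.00333 and 0.00986) and with the filter on all 4 arrays (adjusted p 0.0453 and 0.0443), and KIT also with scaling to detected probes (adjusted p 0.0489). Under spike-in scaling KIT, MAT2B, PDGFRA and BCL2L2 passed as lower and BRCA1 changed sign to -0.08. The probe for MEST, the gene that hosts miR-335, was not well above background on any of the 4 arrays. That for IGF1R was well above background on 1 mimic and 1 control array, and neither gene was tested.

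Among the probes eligible under the naming rule, 182 genes were called lower and 170 higher. Of the 5 largest falls, 3 are reported, those of SCD5, RNF141 and THOC7. RNF141 (chromosome 11, 10533514 to 10533573, minus strand) fell by 1.25 ± 0.05 (SE), from 3.60 ± 0.06 to 2.34 ± 0.04 (SD, n = 2 each; limma adjusted p 0.0314). SCD5 (chromosome 4, 83551061 to 83551120, minus strand) fell by 1.54 ± 0.13 (SE, limma adjusted p 0.039), but its other tested probe fell by only 0.21. THOC7 (chromosome 3) fell by 1.08 (limma adjusted p 0.0346).

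The largest rises were those of KIAA0485, RPL23AP32, MGC24103, LOC100507918 and XLOC_009196, none of which has a protein-coding RefSeq accession in the array files. KIAA0485 (chromosome 1, 61596906 to 61596965, plus strand) rose by 1.72 ± 0.10 (SE), from -1.53 ± 0.17 to 0.19 ± 0.01 (SD, n = 2 each; limma adjusted p 0.0314). RPL23AP32 (chromosome 2, 54756368 to 54756427, plus strand) was 2.83-fold higher (SE 0.04 on the log2 scale, limma adjusted p 0.0314). It is named as a ribosomal protein pseudogene, and whether the probe also binds transcripts of near-identical copies was not analysed here. The other 3 rose by 1.40 to 1.46. All 8 of these falls and rises kept their direction in every alternative, and none passed the threshold in limma once any array was left out.

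**Figure D2:**
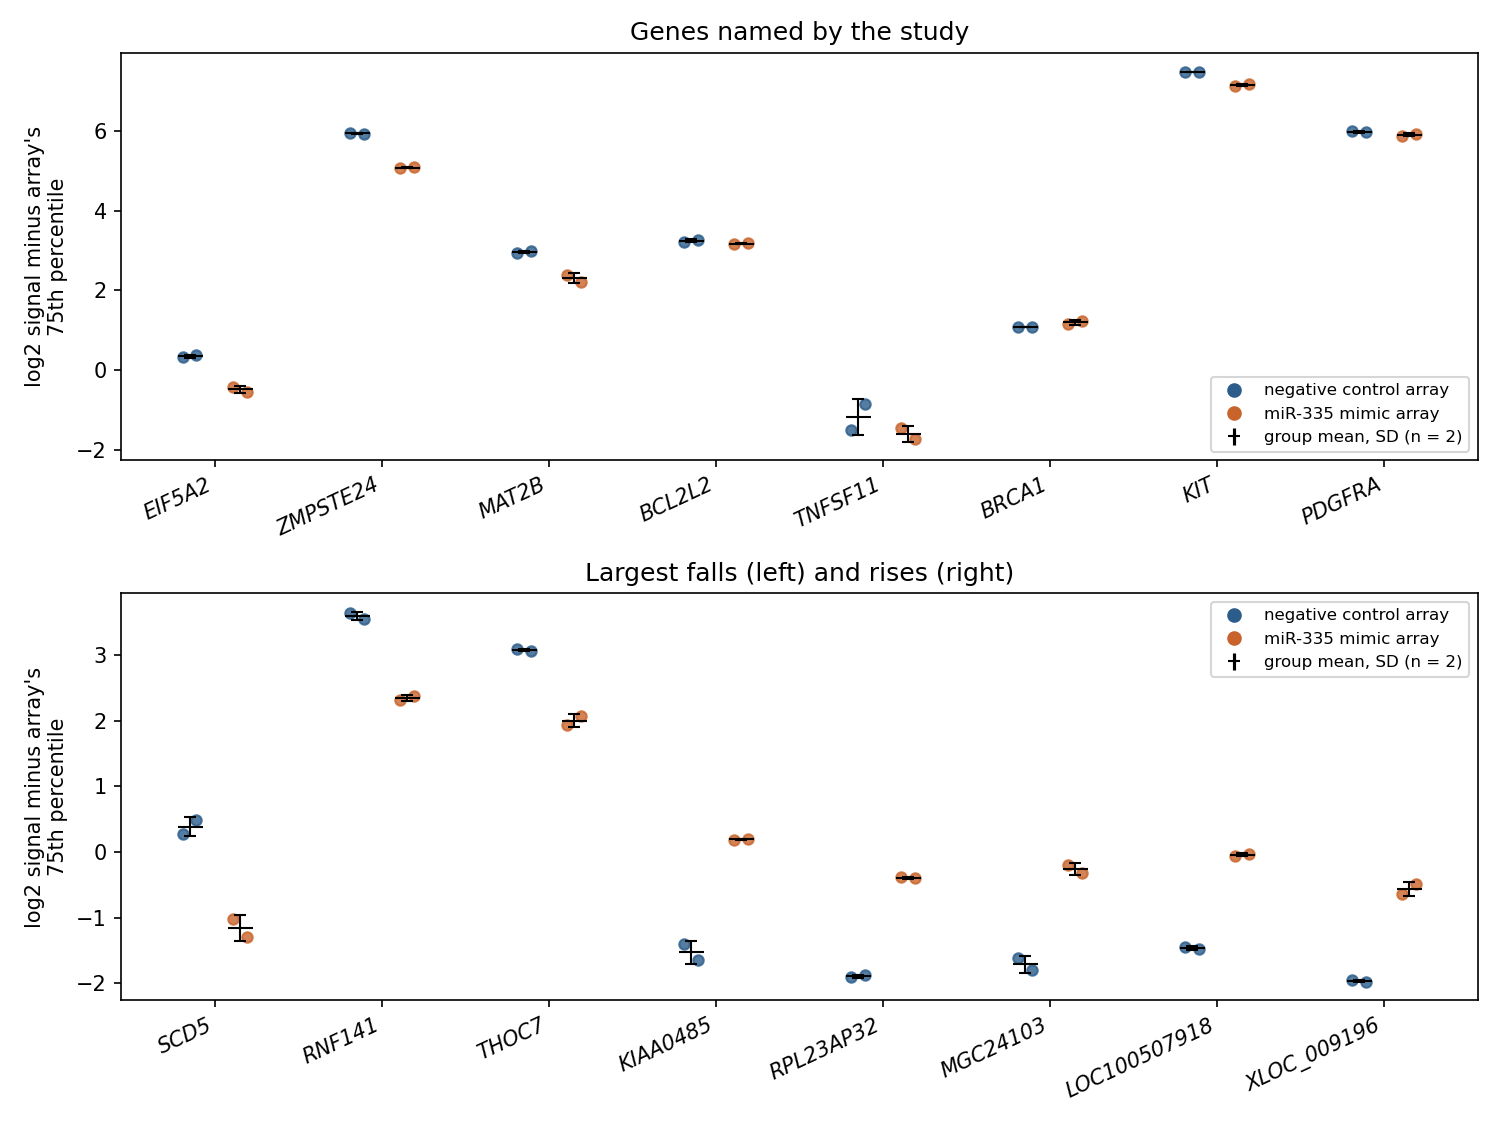
Normalized log2 signal (vertical axis, relative to the 75th percentile of the array) of each array for the named genes with a tested probe, control in blue and mimic in orange, with group means and SD bars (n = 2). For ZMPSTE24, EIF5A2 and the 8 genes of the lower panel, both mimic arrays lie on the same side of both control arrays and apart from them by more than the replicates differ.

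To ask whether predicted targets shifted, genes with a miR-335-5p seed match in their probe sequences were compared with all other genes. The 115 genes with a match were lower by a mean of 0.06 on the log2 scale (shift -0.06), and 75 of them had a negative change. The shift did not pass the threshold (camera p 0.101, fry p 0.077, camera with an estimated correlation p 0.447). Restricting the set to the 26 genes with an 8mer gave a shift of -0.08 and a camera p of 0.0106, or 0.053 after Benjamini-Hochberg adjustment over the 5 seed sets examined. With no filter on dim probes the shift was 0.0022, in the other direction. The miR-335-3p seed (244 genes) gave a shift of 0.0064.

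Among 14837 genes tested, 213 were over 1.5-fold lower, and 5 of the 115 genes with a site were among them (odds ratio 3.17, Fisher's exact test, two-sided p 0.0251; genes are not independent replicates). These 5, named after their values were seen, were LOC100287813, KIAA1462, RAB40B, XLOC_l2_009867 and C2orf55. Only RAB40B and C2orf55 were well above background on all 4 arrays. Restricting the test to probes well above background on all 4 arrays lowered the odds ratio to 2.07 (Fisher's exact p 0.258), and without control replicate 2 it was 1.91 (Fisher's exact p 0.168).

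Finally, gene lists were compared for processes the study measured or named. The 32 proliferation genes, relevant to the viability assays, had a median log2 change of 0.12, and 28 of them were higher, although under spike-in scaling their median was -0.06. Relative to the other genes they were shifted up by 0.10 (camera adjusted p 4.58e-06). TOP2A, the only gene of the list called over all probes, went the other way (-0.43, limma adjusted p 0.039); adjusted over the list alone, 8 genes passed, 6 higher and 2 lower. The 20 tested interferon response genes, examined because a double-stranded RNA was transfected, had a median change of -0.15, and 15 were lower (shift -0.16, camera adjusted p 0.0109). Control cells had also received RNA, a negative control for mimics per the study. The change therefore does not measure the response to transfected RNA as such. No interferon gene passed over all probes, and 6 passed adjusted over the list alone. Neither list passed under fry (adjusted p 0.0508 and 0.0569) or under camera with an estimated correlation (adjusted p 0.452 for both).

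**Figure D3:**
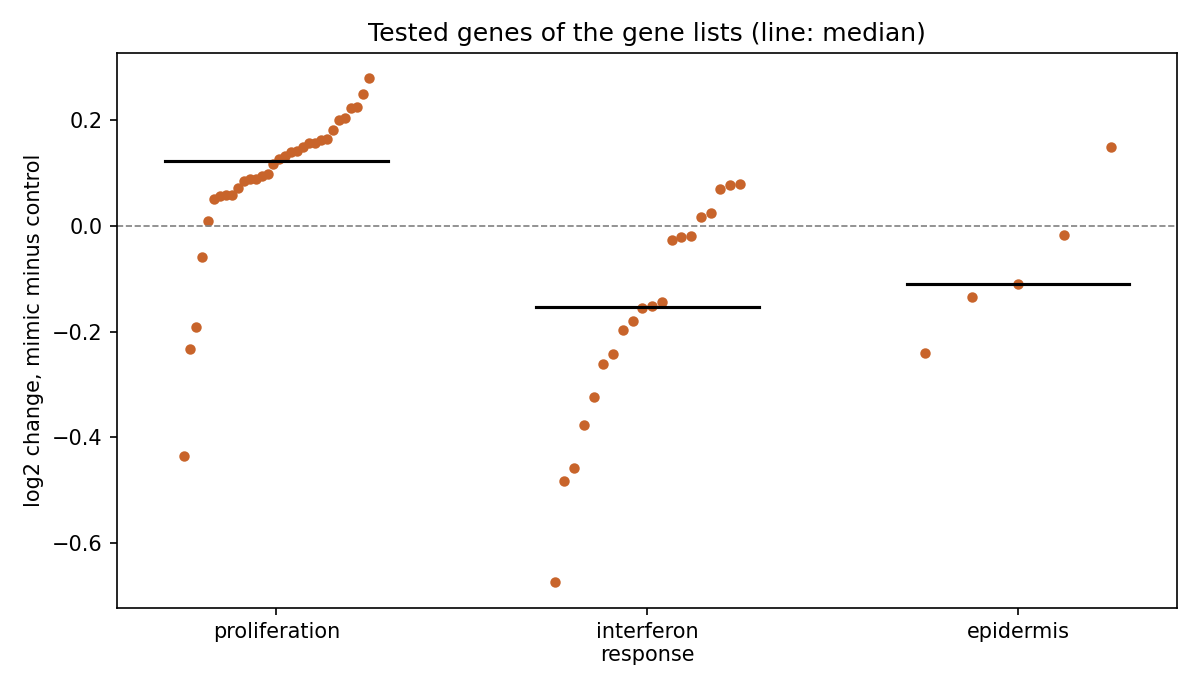
Log2 change, mimic minus control (vertical axis), of each tested gene of the 3 lists tested as sets, sorted within a list, with the list median as a line. The median is 0.12 for proliferation (-0.06 under spike-in scaling), -0.15 for interferon response and -0.11 for epidermis.

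The remaining lists stood for the annotation terms that the study named among downregulated genes, and most of their genes were near background. Of 30 epidermis genes 5 were tested, and 4 were lower (median -0.11, camera adjusted p 0.491); 0 of the 5 passed over all probes or adjusted over the list alone in limma. Of 13 sodium channel genes only SCN4B was tested (-0.28, limma adjusted p 0.109). Of 5 listed SLC1 genes for glutamate and aspartate transporters, SLC1A1 and SLC1A2 were tested, and neither was well above background on either mimic array. SLC1A1 was at least 1.61-fold lower with the mimic, although the bound was 1.47-fold without mimic replicate 1. SLC1A2 was at least 3.39-fold lower, but its 2 control arrays were far apart, at -2.52 and 0.00 (control SD 1.78), so the bound was 1.41-fold without control replicate 2 and 8.12-fold without control replicate 1. Neither gene passed in limma over all probes (adjusted p 0.0881 and 0.149). Adjusted over the list alone, SCN4B and both SLC1 genes passed, but these lists had only 1 and 2 tested genes. Adjustment over so few genes corrects little or nothing, and the SLC1 values rest on mimic signals below background. SLC1A4, a detected member of the family outside the list and named after its value was seen, changed by 0.08 (limma adjusted p 0.307).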

Values the study reported

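The study reported that 1,095 probes, standing for 853 different genes, were more than 1.5-fold lower after transfection of the miR-335 mimic. Of the predicted miR-335 targets, it counted 16 among the lowered genes.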

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

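Both tests in this part were chosen after the spike-in values had been seen. The external spike-in RNAs, used above only as an alternative scaling, gave a higher signal on the mimic arrays than on the control arrays. Over the 7 of 10 spike-in probes that were well above background on all their spots, the median log2 change was 0.183 after scaling to the 75th percentile, with single probes between 0.117 and 0.234. A brighter scan of the mimic arrays at some signal levels was argued against, because the 200 probes for cell RNA nearest in signal to each spike-in probe had median changes of at most 0.00189. Unequal amounts of spike-in RNA or of cell RNA remain open. All 4 pairings of a mimic with a control array showed the shift (lowest median 0.169), which would follow from more spike-in RNA added to the mimic samples and equally from less labeled messenger RNA per amount of total RNA in mimic-transfected cells, so the technical and the biological reading cannot be told apart without the added amounts. Scaling to the spike-ins moved the median change of all tested probes to -0.20, and changes given with no other scaling named are relative to the 75th percentile of each array.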

How the results depend on the processing

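The filter on at least 1 detected array, spike-in scaling and the match counted by probe were chosen after the data had been seen, and the search of probe sequences replaced that of 3′UTRs then; the other alternatives were planned. The counts of 233 lower and 299 higher probes (532 in all) stayed within 1.5 times under quantile normalization, scaling to the median of detected probes, the series values, robust eBayes and the filter on all 4 arrays. Normexp background correction gave 758 lower and 792 higher (1550 in all), an intensity trend in eBayes 1736 and 1347 (3083), and spike-in scaling 8990 and 516 (9506), where the share of higher calls fell from 56.2% to 5.43%; all 532 probes were among the 9506. The causes of the first 2 were not tested; the last follows from the spike-in shift. Requiring more than 1.5-fold as well left 83 lower and 178 higher (261). The methods' t-test gave 2231 lower and 1884 higher (4115) at an unadjusted p of 0.05 and 0 after Benjamini-Hochberg. In limma 0 probes passed with no filter (3627 at an unadjusted p below 0.05) and 0 with the filter on at least 1 array (4696 unadjusted), both of which test more and dimmer probes.

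With the replicate number as a block 0 probes passed (4400 unadjusted). The numbers showed no pairing: the replicate differences of the 2 groups correlated across probes at 0.03, and the block uses up 1 residual degree of freedom. It changed no set test call, and none of the 10 called named genes passed with it. Without 1 array in turn, the lone array being assumed to vary like the other group, the calls ranged from 0 to 8, with 0 lower and 0 to 8 higher.

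The count of 298 probes over 1.5-fold lower, with 494 higher and 289 gene names lower, stayed within 1.5 times under quantile normalization, scaling to detected probes, the series values and each array left out (316 to 396 lower). A floor of 1 changed no value, so it tests nothing. Normexp gave 74 lower, 98 higher and 70 gene names lower; its offset shrinks the changes of dim probes by construction. Spike-in scaling gave 770, 272 and 742, with the share of higher probes falling from 62.4% to 26.1%. No filter gave 2759, 3299 and 2671, the filter on at least 1 array 1075, 1204 and 1058, and the filter on all 4 arrays 175, 277 and 171. A 2-fold criterion gave 70, 153 and 70, and 1.5-fold in all 4 pairings 111, 235 and 107.

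The seed-match shift of -0.06 became -0.0778 for 8mers (camera p 0.0106), -0.0681 with 7mer-A1 sites added (camera p 0.0301) and -0.0833 by probe (camera p 0.0283), past the threshold before adjustment. No adjusted p was computed by probe. Over the 5 seed sets the first 2 had adjusted p of 0.053 and 0.0752, and with an estimated correlation their p was 0.204 and 0.286. It reversed to 0.0022 with no filter and to 0.0064 for miR-335-3p; the cause was not tested. The other 15 alternatives kept its direction and side. The enrichment of genes with a site (odds ratio 3.17) lost its threshold under normexp (2.22), detected-probe scaling (2.03), spike-in scaling (1.67), the filters on all 4 arrays (2.07) and on at least 1 array (1.27), and 8mers only (2.75), and reversed to 0.978 with no filter; the cause was not tested. Without 1 array in turn it ranged from 1.91 to 2.65, and it also lost the threshold without mimic replicate 1, control replicate 1 or control replicate 2 (Fisher's exact p 0.0559, 0.0952 and 0.168), but not without mimic replicate 2 (0.047).

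The proliferation shift of 0.0979 and the interferon shift of -0.164 kept their direction in all alternatives and lost the threshold only under fry and an estimated correlation; the cause was not tested. The SLC1 value rests on mimic signals below background, so only bounds are measured. These are at least 1.61-fold for SLC1A1 (1.47-fold without mimic replicate 1) and at least 3.39-fold for SLC1A2 (1.41-fold without control replicate 2). The computed shift of the SLC1 list (-2.09, against -0.59 under normexp and -0.96 with no filter) is no measured size. That of the sodium channels moved from -0.27 to -0.51 with no filter and -1.22 with the filter on at least 1 array; the unfiltered settings add dim probes by construction. With the filter on all 4 arrays no SLC1 gene was left. The epidermis list stayed unchanged in call and direction in 15 alternatives.

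Over 212 values of 16 named genes, 131 kept their call, 71 fell below the threshold, 9 rose past it and 1 changed sign (BRCA1, -0.078 under spike-in scaling, which lowers every change alike). The 10 called genes all lost their call with no filter, the filter on at least 1 array and each array left out. The slide as a block, and the longest 3′UTR, were not run. Signal over background limits the 1.5-fold counts, since only 16.3% of the 1075 probes were well above background on all 4 arrays.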

Other observations

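The tests of PDGFRA, intronic transcripts, genomic DNA and low signal were chosen after the results had been seen. So were those of replicate spread and unequal scaling, and the count of splits. The sterol list was added after the data had been seen, and the window of artefact-like spots has the extent of the bright probes in it. The other tests in this part were chosen before the values they measure.

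The number of probes over 1.5-fold lower here was 298. That is lower than the value quoted from the study above. The number of gene names over 1.5-fold lower was 289. That is lower than the value quoted from the study above. Keeping every probe well above background on at least 1 array gave 1075 probes and 1058 gene names. A filter of that kind in the study is a possible explanation for the difference in probes. The number of gene names it gives is above the one quoted, but names were counted as in the array files. Of the 15454 names tested, 12587 matched a gene symbol or synonym, and how the study counted genes is not known. The number of names therefore decides nothing about such a filter, and the filter of the study was not analysed here. The genes with a site that were over 1.5-fold lower numbered 5. That is lower than the number of predicted targets quoted from the study above, and the 2 were defined by different predictions.

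The 4 arrays form 3 splits of 2 against 2, of which 1, the real one, gave as many calls. The other 2 gave 0 calls each in limma (392 and 357 probes at an unadjusted p below 0.05, against 5148), but 3 splits are too few to exclude chance. The filter on tested probes follows the real groups, so the splits were also compared under filters that treat all arrays alike. Among probes well above background on all 4 arrays the mixed splits gave 0 calls each in limma (382 and 355 at an unadjusted p below 0.05) against 588, and 90 probes each over 1.5-fold against 452. Among those well above background on at least 2 arrays they gave 2 and 3 calls against 358, and 307 and 291 probes over 1.5-fold against 841, which argues against replicate spread as the whole cause of the 1.5-fold changes in these sets. On at least 1 array the mixed splits gave 1670 and 1636 against 2279, so in that wider set most of the count is matched by splits that do not part the groups. Unequal scaling was argued against as the whole cause of the calls, since a factor per array moves all probes the same way and the calls went both ways, with 233 lower (changes of -0.33 or further down) and 299 higher (changes of 0.34 or more). The balance of lower and higher calls stays open, because it depends on the scaling (56.2% of calls higher, against 5.43% under spike-in scaling) and the spike-in amounts are not known.

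The size of the seed-match shift was tested against 3 explanations. GC content and the length examined were argued against as its source. The shift was -0.0616 before and -0.0619, with a standard error of 0.0269, after both were regressed out. It did not pass the threshold in camera before (p 0.101) or after (p 0.0867). Among 13599 words of 7 bases, 1.41% had as low a standardized shift as the miR-335-5p word, which lies between the limits of 1% and 5% set for this test and leaves open that the shift is that of an ordinary word. Descriptions of the mimic samples also carry a name of miR-34a, so a mislabeled mimic was considered. Genes with a miR-34a-5p match shifted by -0.0193 (100 genes, camera p 0.636), which decides nothing, since the probe sequences cover little of each transcript. The study names PDGFRA as a gene that miR-34a lowers in these cells. Here PDGFRA changed by -0.076 (SE 0.043), or by -0.26 under spike-in scaling, both well short of 1.5-fold, which argues against miR-34a in place of miR-335 as far as this gene goes.

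Calls differed between kinds of transcript. Of 15509 probes with a protein-coding (NM) accession, 70 were called higher and 168 lower, whereas 57 of 1346 non-coding (NR) probes were higher and 27 lower, and 172 of 3473 probes with other accessions were higher and 38 lower. Among named classes, the small nucleolar RNAs of the SNORD class were one that rose. Their 64 probes had a median log2 change of 0.34, 53 were higher, and the median was 0.28 to 0.37 in the 4 pairings against -0.01 and -0.09 between replicates (camera p 1.24e-09, fry p 0.0113, estimated correlation p 0.0404). The SNORD113 to SNORD116 families, whose members are near-identical copies, supplied 9 of the probes (median 0.78), and the other 55 had a median of 0.30. In the 12 other settings tried the SNORD median lay between 0.15 and 0.39. Carry-over of genomic DNA was argued against, since the 675 lincRNA probes, of similar median signal (-1.17, against -1.37 for SNORD), had a median change of -0.0513. That median was lower in all 4 pairings. The calls among these lincRNA probes went the other way, with 27 higher and 6 lower, so the argument covers the class median only. The 27676 probes not well above background on any array had a median change of 0.0531 and 74.4% were higher, the direction such DNA would give, but their medians ranged from -0.157 to 0.263 over the 4 pairings and were as far apart between replicates (-0.168 and 0.249), so they decide nothing. Low signal was argued against, since the highest median among 10000 lists of protein-coding probes matched on signal was 0.102. More RNA from introns, where most small nucleolar RNAs are encoded, is a candidate explanation. It predicted that the SNORA class would rise too, and its 81 probes had a median of 0.117 (54 higher, camera p 0.0016, fry p 0.0387, estimated correlation p 0.0811), although that median was -0.07 under spike-in scaling, where the median of all probes was -0.20. Transcripts named as intronic (IT), looked at after their values were seen, rose more, with a median of 1.12 over 8 probes and 6 higher (camera p 0.000274, fry p 0.000228, estimated correlation p 0.0639), and their median lay between 0.32 and 1.29 in the other settings, lowest for the 5 probes well above background on all 4 arrays and for the 17 probes kept with no filter. With SNORD probes left out, 83 non-coding probes lay between probes of a coding gene on the same strand. Their median change was 0.0829 above that of the other non-coding probes, SNORD again left out (camera p 0.0526). Only 9 SNORD probes lay in such a position. These values leave it open whether position in a host gene matters. Slower intron turnover with the mimic and a difference in RNA preparation between groups were not tested.

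A cluster of artefact-like spots was found on the array of mimic replicate 1. On that array 12 tested probes were more than 2 log2 units above all other arrays. Of these, 7 fell within 11 rows and 5 columns starting at row 217 and column 78. Of 1000 random placements, 0 put as many in such a window. The window has the exact extent of those 7 probes, so the placement count is not independent of the cluster. A bright patch, such as a particle on the array, may be the source. The other 45 spots of the window, detected or not, were a median of 9.58 log2 units brighter on that array than on the array of mimic replicate 2, against -0.06 elsewhere. Genes in the window include KCNT1 (mean change 6.33), RHOJ (4.99) and GALNT1 (3.79), whose group means count as more than 1.5-fold higher although the other 3 arrays differ by far less. In all, 11 of the 12 bright probes counted as more than 1.5-fold higher and 0 passed in limma (adjusted p 0.106 to 0.794). No biological explanation was tested for these spots.

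MSMO1, a sterol synthesis gene, was also among the called falls (-0.98, limma adjusted p 0.0314). It raised the hypothesis that the sterol pathway was lower with the mimic. The other 12 tested genes of a sterol list shifted by -0.0764 relative to all genes, 8 of 12 were lower, and 0 passed over all probes in limma. The tests did not settle the hypothesis (camera p 0.0982, fry p 0.0108, estimated correlation p 0.266), and MSMO1 remains its main support.

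The direction of the proliferation list differed from what lower viability would give, if viability followed from fewer dividing cells at 48 h. The study measured viability at a later time after transfection, so RNA and viability are not matched in time. The list's genes were shifted up by 0.0979 relative to other genes, with 28 of 32 higher, yet TOP2A was called lower. The list median fell to -0.06 under spike-in scaling. That scaling lowers every change alike: the median of all tested genes became -0.20, and the list's shift stayed at 0.0979. No explanation was tested.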
